A study of Zea mays with 17 samples.

How the data were processed

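RNA was measured in anthers of the maize (Zea mays) inbred line W23, wild type per the labels, at anther lengths of 1.5 mm and 2.0 mm. At each length the labels name 3 kinds of laser-captured cells, meiocytes (ME), tapetum (TAP, the cell layer that surrounds the meiocytes) and other somatic cells (OSC), and fixed whole anthers (FA). Laser capture microdissection cuts chosen cells out of a tissue section. Libraries of total RNA were made with CEL-seq2, per the labels, a method that primes on poly(A) tails and reads the 3' end of transcripts. Each group had 2 libraries, except FA at 1.5 mm with 3, giving 17 libraries in 8 groups. Groups and replicate numbers came from the sample titles.

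The authors deposited raw counts per gene for the 17 libraries, together with a length in bases for each of the 46430 genes. Whether the molecular identifiers of the method were collapsed, whether strand was used in counting, and the aligner, genome build and annotation are stated by neither the labels nor the table. For that reason no coordinates are given, and genes that share reads with a near-identical copy, or that overlap another gene, are uncertain. The values of the deposited count table were whole numbers whose totals differed between libraries. No row named something other than a gene, and no per-sample column was left unused.

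Totals ran from 280760 counts (OSC at 1.5 mm, replicate 2) to 4428287 counts (FA at 2.0 mm, replicate 1). A gene with 0 counts can have had up to 3 counts by counting error alone, which, as CPM (counts scaled to one library total), is 10.7 in the smallest library and 0.677 in the largest. Such limits cover counting error only. A fold change against a group whose libraries all hold 3 counts or fewer is given as a lower bound against that limit.

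Gene names came from a RefSeq gene table of assembly Zm-B73-REFERENCE-NAM-5.0, used for names only. All 208 mitochondrial and 157 plastid rows matched a locus tag there, as did 153 of 154 microRNA gene rows. None of the 44146 nuclear gene rows or the 1765 non-coding RNA rows matched. Gene lists for small RNA pathway, meiosis, tapetum and photosynthesis genes, set before the data were examined, had 5, 12, 5 and 0 members in that table. Of these, 0 matched a row of the counts, so the list tests were not run and the genes set by symbol are not analysed here. Named genes were chosen by a rule set before the data were examined: the called gene with the largest rise and the one with the largest fall in each comparison of anther lengths and in each comparison of captured cells with fixed anthers, and the 2 genes with the largest enrichment in each cell type, among genes with replicates that did not overlap between the groups and a mean of at least 20 counts in the higher group. Because the nuclear rows have no names, at most 2 rising and 2 falling nuclear genes are printed. The rule left open which, and they were taken from the comparisons of anther length in a fixed order of those comparisons.

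Counts were tested with the quasi-likelihood F-test of edgeR 4.0.16 (limma 3.58.1, R 4.3.3), with robust dispersions, TMM scaling factors and the filterByExpr filter by group (minimum count 10, minimum total 15). Genes with a Benjamini-Hochberg adjusted p-value under 0.05 are called. The 12 captured libraries were fitted together for comparisons of cell types and of lengths within a cell type, the 5 FA libraries for the comparison of lengths in fixed anthers, and all 17 libraries for the mean of the 3 captured cell types against FA. These fits tested 16940, 16116 and 18310 genes. A gene counts as enriched in a cell type when it was called higher there than in each of the other 2 cell types of that length. The interaction of length with cell type was tested with an F-test over the 3 cell types. The family holds 19 results, each adjusted within itself. Log2 CPM used a prior count of 2. CPM of single genes are relative to library totals. Preparation and figures used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

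The tests were tested on simulated data. Among 15494 genes tested in simulated counts for these libraries, edgeR recovered 0 of 100 genes changed 4-fold and 33 of 100 changed 16-fold, with 0 unchanged genes called. DESeq2 1.42.0 recovered 9 and 67 of them, with 48 unchanged genes called. In 5 simulated runs with no change in any group, pairwise comparisons of captured groups called between 0 and 2 genes and the enriched sets held 0. In these simulated counts most changes of a few fold thus went undetected. Few genes were changed there, which makes the adjusted threshold strict. Comparisons with many more called genes have a looser threshold, so the recovered share does not carry over to them.

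The alternatives set before the data were examined were RLE size factors, library totals without scaling factors, no low-count filter, DESeq2, the replicate number as a block, all 17 libraries in one fit, only the libraries compared, and each library left out in turn. Where leaving out a library left 1 in either group of a comparison of 2 groups, no call was made. The mean of the captured cell types was still tested against FA when a captured group was left with 1 library, but not when FA was. The shares of counts from mitochondrial, plastid and non-coding rows were compared after the data were seen.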

Results

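Gene expression was profiled in 3 laser-captured cell types of the maize anther and in fixed whole anthers, at anther lengths of 1.5 mm and 2.0 mm. The title of the series concerns the movement of phased small RNAs from the tapetum to meiotic cells, and the messenger RNA profiles ask which genes distinguish these cells and how they change as the anther grows. Total counts per library were 2329806 and 2795716 in ME at 1.5 mm, 495100 and 501897 in TAP at 1.5 mm, 815385 and 280760 in OSC at 1.5 mm, and 1525315, 1288341 and 3440610 in FA at 1.5 mm. At 2.0 mm they were 974064 and 559302 in ME, 2657831 and 3230264 in TAP, 1505065 and 2635680 in OSC, and 4428287 and 2311928 in FA. The largest total was 15.8 times the smallest, and depth differed between lengths within a cell type. At least 1 count was found for 11157 to 24411 genes per library.

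To compare the number of genes at one depth, 250000 counts were drawn from each library. ME libraries then held 12118 ± 253 genes at 1.5 mm and 10348 ± 641 at 2.0 mm (mean ± SD, n = 2 each). TAP libraries held 14182 ± 609 and 12789 ± 99.0 genes (n = 2 each), OSC libraries 16228 ± 190 and 15459 ± 567 genes (n = 2 each), and FA libraries 16580 ± 42.1 (n = 3) and 16246 ± 174 genes (n = 2). At each length the ME libraries lay below all others. With 2 libraries against 2, an exact two-sided permutation test cannot go below p = 0.333, so single pairs of groups were not tested. That limit does not hold for a test over all groups, which was not run.

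**Figure D1:**
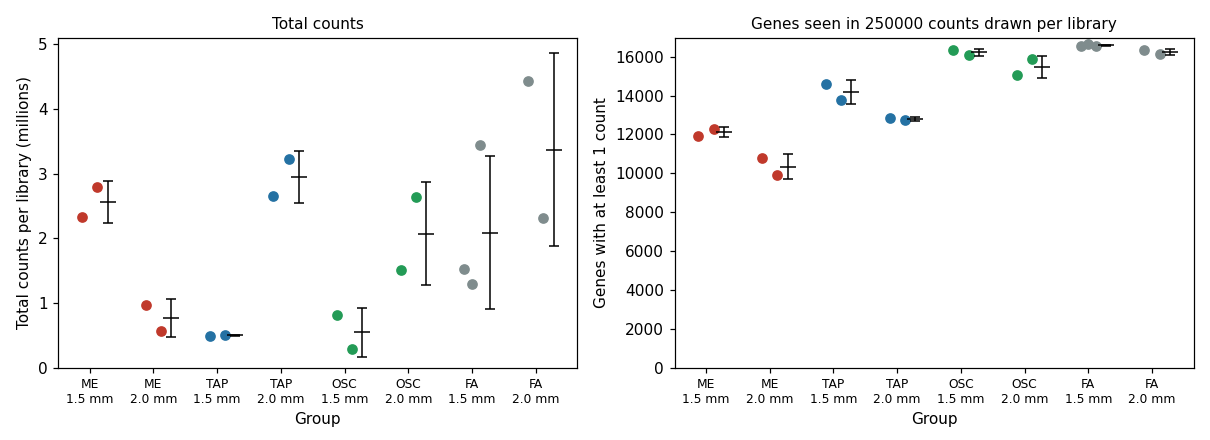
Total counts per library (left) and number of genes with at least 1 count among 250000 counts drawn per library (right), by group. Points are libraries, and the black marks give the group mean with its SD; in the right panel the ME libraries lie between 9894 and 12297 genes and the FA libraries between 16123 and 16628.

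Replicates of fixed anthers at 1.5 mm correlated most closely, with Pearson's r of log2 CPM across genes between 0.950 and 0.963. The correlation of replicates was 0.909 for TAP at 2.0 mm, 0.893 for FA at 2.0 mm, 0.881 for OSC at 2.0 mm, 0.812 for TAP at 1.5 mm, 0.770 for ME at 2.0 mm, 0.759 for ME at 1.5 mm and 0.752 for OSC at 1.5 mm. These correlations are across genes, which are not independent replicates. The second ME library at 1.5 mm correlated more closely with the first ME library at 2.0 mm (r = 0.860) than with its own replicate. As a check for a library deposited more than once, the counts of each replicate pair were compared, and no pair was alike to within counting noise (chi-square per degree of freedom of 3.63 or more, with counts taken as independent). The check covers pairs within a group only, so the ME pair with r = 0.860 was not part of it. It also cannot tell a second library of one sample from a separate sample. Each library was counted as its own sample, as labelled. The biological coefficient of variation was 70.6% in the captured libraries, 29.5% in the FA libraries and 57.1% over all 17.

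**Figure D2:**
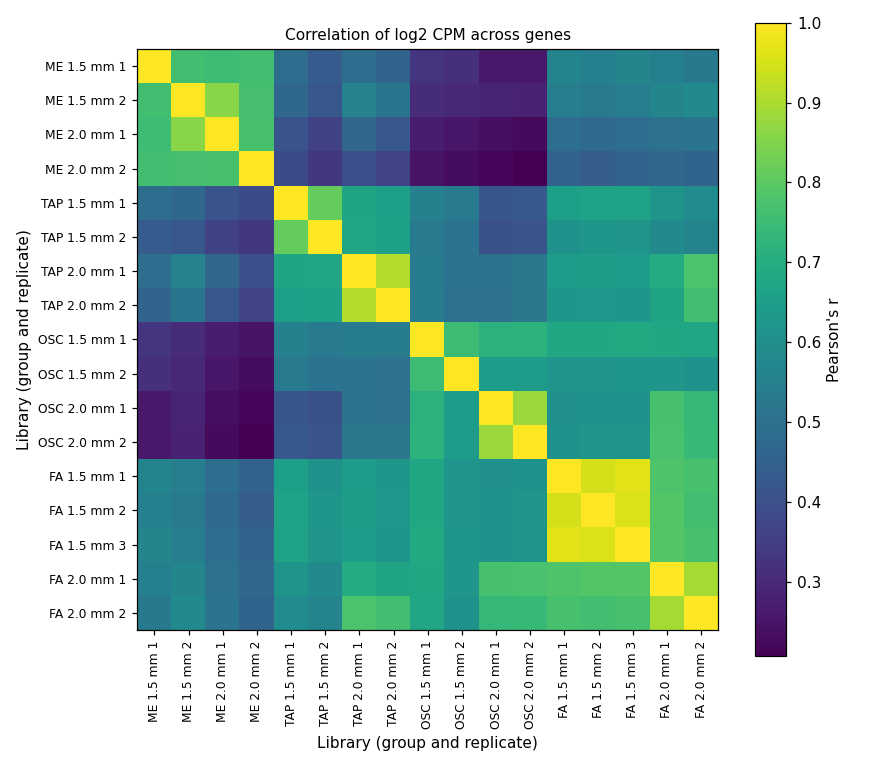
Pearson's r of log2 CPM across 18310 genes for each pair of the 17 libraries, as a colour from the lowest value (0.207, dark) to 1 (yellow). Libraries are ordered by cell type, length and replicate; the ME libraries and the OSC libraries at 2.0 mm have the lowest values, and the 3 FA libraries at 1.5 mm the highest.

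The first question was which genes differ between cell types at one length, tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over 16940 genes. At 1.5 mm, 2904 genes differed between TAP and ME, of which 1697 were higher in TAP and 1207 lower. Between ME and OSC 4031 genes differed, 1269 higher in ME and 2762 lower. Between TAP and OSC 484 genes differed, 104 higher in TAP and 380 lower. The count for TAP and ME moved most when only the 4 libraries of those groups were fitted, to 405 genes. At 2.0 mm, 4697 genes differed between TAP and ME (3060 higher in TAP, 1637 lower), 6246 between ME and OSC (1516 higher in ME, 4730 lower) and 2539 between TAP and OSC (415 higher in TAP, 2124 lower). The median absolute log2 fold change of the called genes, with genes at the counting limit set to their bound, ranged from 3.31 for ME against OSC at 2.0 mm to 4.55 for TAP against OSC at 2.0 mm. Depth was not equal at both lengths, so the larger counts at 2.0 mm do not by themselves compare the lengths.

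The differences between cell types at 1.5 mm recurred at 2.0 mm. Of the genes called at 1.5 mm, the log2 fold change at 2.0 mm had the same direction for 88.2% between TAP and ME, 92.8% between TAP and OSC and 96.9% between ME and OSC. Across all 16940 genes, Pearson's r of the log2 fold changes at both lengths was 0.56, 0.50 and 0.74 for these comparisons. The lengths share no library, and all groups share one dispersion estimate per gene.

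Genes enriched in one cell type against both others numbered 722 in ME, 54 in TAP and 298 in OSC at 1.5 mm, and 879 in ME, 184 in TAP and 1481 in OSC at 2.0 mm. The TAP count at 1.5 mm moved most, to 227 genes, when all 17 libraries were fitted together. In 5 simulated runs of unchanged groups, which share libraries between comparisons in the same way, 0 genes were enriched. No gene differed between any groups in these runs. They therefore do not show how many genes that differ from 1 cell type alone would be counted as enriched by error. In ME, 486 genes were enriched at both lengths, which is 67.3% of the set at 1.5 mm, where independent sets would share 37.5. The TAP sets shared 22 genes (40.7% of the set at 1.5 mm, 0.587 if independent) and the OSC sets 255 genes (85.6%, 26.1 if independent).

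**Figure D3:**
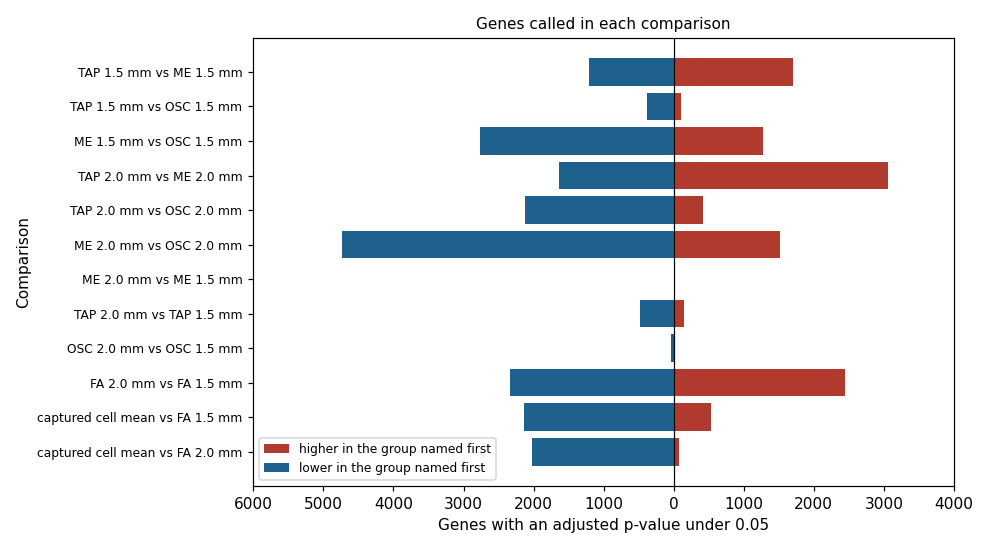
Number of genes with an adjusted p-value under 0.05 in each comparison, with genes higher in the group named first to the right of 0 and genes lower there to the left. The comparison of lengths in ME has 1 gene and the comparison of ME with OSC at 2.0 mm has 6246.

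The second question was how each cell type changes from 1.5 mm to 2.0 mm. In TAP 629 genes differed, 147 higher at 2.0 mm and 482 lower. In OSC 49 genes differed, 15 higher (30.6%) and 34 lower, while with only the 4 OSC libraries fitted 59.4% of 1452 called genes were higher. In ME 1 gene differed, and it was lower at 2.0 mm, while 2069 genes had an unadjusted p-value under 0.05. The ME count moved most without a low-count filter, to 438 genes. These counts depend on depth and on a spread that the fit shares between all captured groups, as a common dispersion per gene. They therefore do not rest on the replicates of each cell type alone. With only the libraries compared, 1996 genes were called in TAP, 1452 in OSC and 0 in ME. The replicates of ME were less alike than those of TAP at 2.0 mm. In fixed anthers, fitted on their own 5 libraries, 4782 of 16116 genes differed, 2444 higher at 2.0 mm and 2338 lower, with a median absolute log2 fold change of 1.61. With library totals in place of TMM factors, 40.9% of the genes called in fixed anthers were higher at 2.0 mm, against 51.1% with TMM. With all 17 libraries in one fit, 838 genes were called there, 63.7% of them higher at 2.0 mm. Without the third FA library at 1.5 mm, 2609 genes were called. The log2 fold changes with length correlated across genes with r = 0.30 between TAP and FA, 0.39 between OSC and FA, 0.21 between TAP and OSC, and 0.01 between ME and FA.

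A test of the difference itself, the interaction of length with cell type, called 198 of 16940 genes, and 2912 had an unadjusted p-value under 0.05. By pairs of cell types, the change with length differed between TAP and ME for 189 genes (134 with the more positive change in TAP, 55 with the more negative), between TAP and OSC for 137 (20 and 117) and between OSC and ME for 3, with 2270 genes at an unadjusted p-value under 0.05 in the last pair.

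Zm00001d053618 had the largest fall in TAP, from 1224 ± 114 CPM at 1.5 mm (SD, n = 2) to 0 counts in both libraries at 2.0 mm. This is at least 1190-fold lower, with an adjusted p-value of 0.00141 in edgeR's quasi-likelihood test. It also held 162 ± 27.7 CPM in FA at 1.5 mm (n = 3) and 1 count in 1 of the 2 FA libraries at 2.0 mm. In OSC it went from 51.9 ± 2.90 CPM at 1.5 mm (n = 2) to 0 counts in both libraries at 2.0 mm. Zm00001d028474 had the largest rise in TAP, from 0 counts in both libraries at 1.5 mm to 2287 ± 74.5 CPM at 2.0 mm (n = 2), at least 380-fold higher, with an edgeR adjusted p-value of 0.00774. In OSC the gene stayed level, at 488 ± 45.3 and 564 ± 59.9 CPM (n = 2 each). The FA libraries at 2.0 mm differed in this gene, with 208 and 1080 CPM.

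Zm00001d017547 rose in OSC from 4.29 ± 6.07 to 776 ± 74.3 CPM (n = 2 each), a log2 fold change of 7.34 with a standard error of 1.17 and an edgeR adjusted p-value of 0.0290. Its level at 1.5 mm rests on 7 counts in the first OSC library, as the second held 0, and without that first library the rise is at least 72.6-fold. Its value was 104 CPM in the first FA library at 2.0 mm and 1.30 CPM in the second. Zm00001d032695, the gene called in ME, fell from 438 ± 184 to 33.3 ± 6.63 CPM (n = 2 each), a log2 fold change of -4.07 with a standard error of 0.52 and an edgeR adjusted p-value of 0.0315. It was not called with RLE factors, with library totals or with only the 4 ME libraries. In TAP it held 1289 ± 31.5 CPM at 1.5 mm and 2515 ± 640 CPM at 2.0 mm (n = 2 each).

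**Figure D4:**
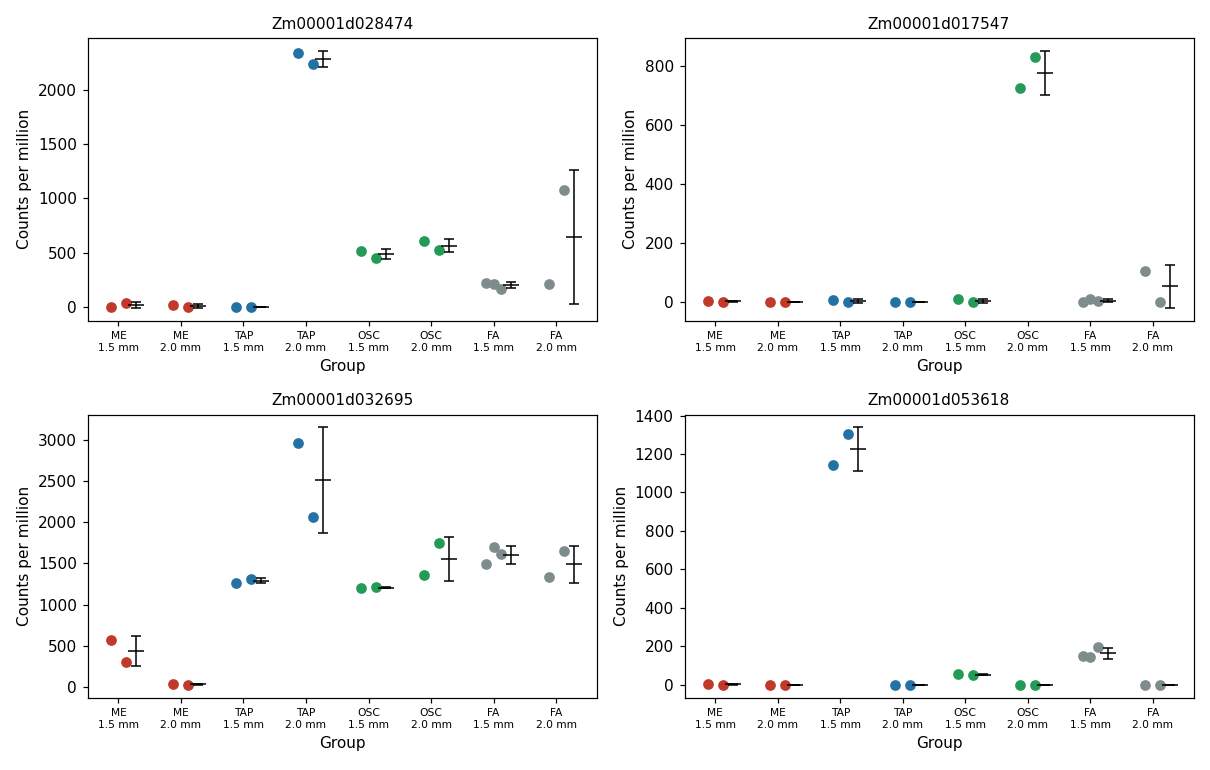
Counts scaled to equal library totals (CPM) for 4 nuclear genes in each library, by group. Points are libraries, and the black marks give the group mean with its SD; Zm00001d028474 is at 0 in both TAP libraries at 1.5 mm and at 2234 and 2340 CPM at 2.0 mm.

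The third question was how captured cells differ from whole fixed anthers. The mean of the 3 captured cell types differed from FA for 2665 of 18310 genes at 1.5 mm, 535 higher in captured cells and 2130 lower, and for 2110 genes at 2.0 mm, 82 higher and 2028 lower. The median log2 difference of all tested genes was -0.46 at 1.5 mm and -0.71 at 2.0 mm with TMM factors, and -0.79 and -0.95 with library totals, so the directions are relative to that shift. The mean is on the log scale, so a gene confined to 1 cell type falls below FA even in an exact mixture. The excess of lower genes therefore cannot by itself show a loss from captured cells. In this fit 42 genes at 1.5 mm and 4 at 2.0 mm were called higher in FA than in each captured cell type. With the third FA library at 1.5 mm left out, 1300 genes were called there. The plastid gene rps7 (ZemaCp100) was chosen by the rule at 2.0 mm, where both FA libraries held 2 counts and the captured libraries 121 ± 166 CPM (n = 6), with an edgeR adjusted p-value of 7.67e-05. These 6 libraries join 3 cell types, with 272 ± 251 CPM in ME, 83.1 ± 11.1 CPM in TAP and only 6.97 ± 1.41 CPM in OSC (n = 2 each). In FA the gene held 74.5 ± 18.4 CPM at 1.5 mm (n = 3), so the difference at 2.0 mm comes with a fall in FA. It was also lower at 2.0 mm in TAP and OSC, from 329 ± 34.4 and 315 ± 48.2 CPM at 1.5 mm (n = 2 each), but not in ME. A second plastid row has the same symbol, so the value is uncertain where reads were divided between copies.

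Mitochondrial genes took 10.2 ± 0.590% of the counts in TAP at 1.5 mm and 0.945 ± 0.0153% at 2.0 mm (SD, n = 2 each), a 10.8-fold fall. In OSC the share was 3.81 ± 0.352% and 1.21 ± 0.147%, in ME 5.46 ± 2.74% and 5.14 ± 1.29% (n = 2 each), and in FA 1.44 ± 0.338% (n = 3) and 1.19 ± 0.192% (n = 2). The replicates did not overlap between lengths in TAP and OSC, and did in ME and FA. An exact two-sided permutation test of 2 libraries against 2 cannot go below p = 0.333. Gene by gene, edgeR called 41 of 112 mitochondrial genes lower at 2.0 mm in TAP and 0 higher, against 5 lower and 0 higher in OSC and 0 in either direction in ME. In FA, tested on its own 5 libraries, 14 of 66 mitochondrial genes were higher at 2.0 mm and 15 lower. At 2.0 mm, 64 of the 112 were lower in TAP than in ME and 0 higher, and 58 were higher in ME than in OSC and 1 lower. At 1.5 mm, 6 were lower in TAP than in ME and 1 higher, and 16 were higher in ME than in OSC and 0 lower. Between TAP and OSC, 0 were called at 1.5 mm, and 6 were higher in TAP and 13 lower at 2.0 mm. Against FA, 73 of 117 were higher in captured cells at 1.5 mm and 0 lower, with a median log2 difference of 2.80, and 13 were higher and 2 lower at 2.0 mm, with a median of 0.41. The median log2 fold change of the mitochondrial genes kept its sign with RLE factors, library totals and DESeq2 in these comparisons, except between TAP and OSC at 2.0 mm, where it was -0.06 with TMM and 0 with library totals.

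**Figure D5:**
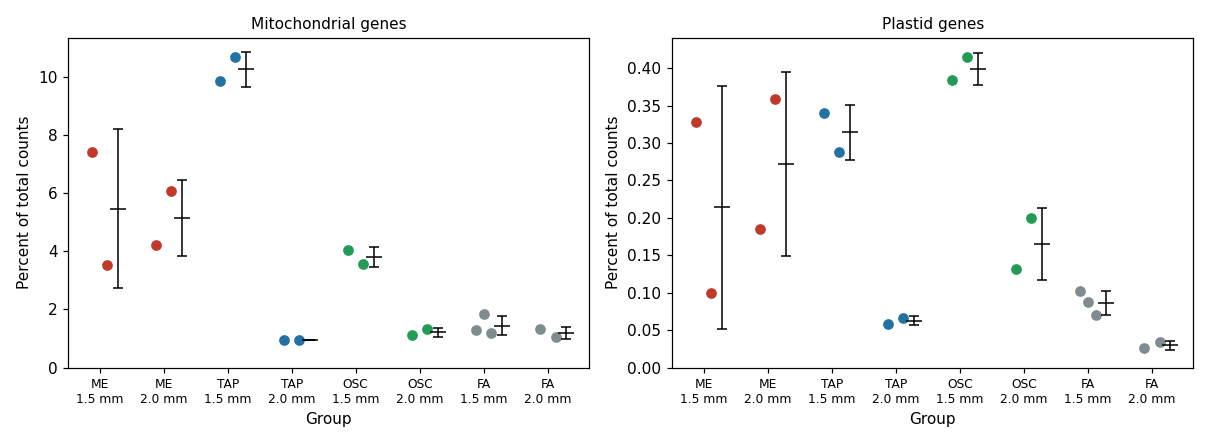
Percent of each library's total counts from mitochondrial genes (left) and plastid genes (right), by group. Points are libraries, and the black marks give the group mean with its SD; the mitochondrial share is near 10% in both TAP libraries at 1.5 mm and under 1% in both at 2.0 mm.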

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

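The tests by removal of a gene length trend and by simulated length trends were chosen only after a first test on gene length had been seen, and the share of genes called again after thinning was made the deciding value after its result was seen.

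The change from 1.5 mm to 2.0 mm differed between captured cell types for 198 of 16940 genes in the interaction test, which is what set this result apart. Of these, 187 were nuclear, 7 mitochondrial and 1 plastid genes. Depth went the other way in TAP and ME, since the TAP libraries were deeper at 2.0 mm and the ME libraries at 1.5 mm. After all 12 captured libraries were thinned to 280760 counts, 120 of the 198 genes (60.6%) were called again among 207, which argues against depth as the whole cause. Without mitochondrial, plastid and non-coding rows, 170 of the 187 nuclear genes remained called. This argues only against those counts acting through the library totals. The share of nuclear rows was lowest, at 86.5%, in the second TAP library at 1.5 mm, so their removal moved the totals little. Whether the kind of RNA captured differed is not tested by removing rows. For gene length, a first test gave a rank correlation of 0.133 across genes between length and the difference of changes, which lay between its limits and decided nothing. A second test removed a trend on length from each library and moved the difference of a gene by a median of 0.56 on the log2 scale. It left 102 of the 198 genes called, only just more than its limit of 99. The 102 genes argue against these trends as the whole cause, and length stays open for the genes no longer called. In 5 simulated runs of libraries that differed by these length trends alone 0 genes were called, which decides nothing, since 0 of 100 genes changed 4-fold were recovered in simulated counts either. The ME part of the test rests on the second ME library at 1.5 mm, whose anther length may be mislabelled (on a stage score it lay nearer the 2.0 mm libraries than its replicate by 0.674), and leaving it out leaves 1 library, so no call was made without it. The 137 genes called between TAP and OSC do not compare ME, although all groups share one dispersion. A difference in development between cell types stays open and was not tested separately.

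Zm00001d028474 was among the genes whose change with length differed, with an edgeR adjusted p-value of 0.0274 between TAP and ME and 0.0449 between TAP and OSC; both TAP libraries at 2.0 mm lay above both at 1.5 mm. After thinning these were 0.00220 and 0.000617. For Zm00001d032695 the adjusted p-values were 0.00733 between TAP and ME and 0.0413 between OSC and ME, and 0.00895 and 0.0443 after thinning. Both ME libraries at 2.0 mm lay below both at 1.5 mm. For Zm00001d017547 the value was 0.0286 between TAP and OSC, and 0.0667 after thinning, so that call was not kept at equal depth. Both OSC libraries at 2.0 mm lay above both at 1.5 mm. The values against ME carry the doubt about the second ME library at 1.5 mm. Reads shared with copies of these genes were not tested.

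The difference between captured cells and fixed anthers changed with length for 200 of 18310 genes, 13 with a more positive and 187 with a more negative difference at 2.0 mm, and 2080 had an unadjusted p-value under 0.05. Among the called genes 182 were nuclear and 14 mitochondrial, all 14 with the more negative difference. After thinning all 17 libraries to one total, 61.0% of the 200 genes were called again, which argues against depth as the whole cause. Without organelle and non-coding rows 180 of the 182 nuclear genes remained called. The degree of RNA damage in the captured sections was not measured and stays open beside a difference in development. The limit of a mean on the log scale applies here too.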

How the results depend on the processing

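The preset gene list tests were not run under any setting, since no list member matched a row. With all 17 libraries in one fit, the number of genes called at 1.5 mm was 5308 for TAP against ME, 1560 for TAP against OSC and 6636 for ME against OSC, and 4781 for TAP against OSC at 2.0 mm. Enriched genes then numbered 1529 in ME, 227 in TAP and 819 in OSC at 1.5 mm, and 1579, 536 and 2376 at 2.0 mm. The change with length was called for 424 genes in ME, 1972 in TAP, 321 in OSC and 838 in FA, and the interaction for 1351. The coefficient of variation of this fit, 57.1%, lay between 70.6% in the captured and 29.5% in the FA libraries fitted alone. A lower shared spread for captured cells and a higher one for FA goes with more calls in captured cells and fewer in FA. Its part in these counts was not tested separately.

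With only the libraries compared, TAP against ME at 1.5 mm gave 405 genes, TAP against OSC 2184 and ME against OSC 2297, and TAP against OSC at 2.0 mm 5317. Lengths gave 0 genes in ME, 1996 in TAP and 1452 in OSC. Of the genes called between lengths, 59.4% were higher at 2.0 mm in OSC and 44.2% in TAP, against 30.6% and 23.4% with all 12 captured libraries. Without the low-count filter most called genes were also higher at 2.0 mm in OSC, while most were lower in TAP, and with DESeq2 44.5% were higher in OSC, so the balance of directions in OSC depends on these settings. The cause was not tested. Without the low-count filter the counts were 1140 for TAP against OSC at 1.5 mm, 159 and 596 for genes enriched in TAP and OSC at 1.5 mm, 438, 1364 and 332 for lengths in ME, TAP and OSC, and 1241 for the interaction. DESeq2 gave 1319, 173 and 676, then 196, 1526 and 483, and 1165 for the same results. In simulated counts DESeq2 called 48 unchanged genes where edgeR called 0.

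With RLE size factors the lengths gave 0 genes in ME and 77 in OSC. With library totals only they gave 0 in ME and 74 in OSC, the interaction gave 124, and captured cells against FA at 2.0 mm 3168. The cause was not tested. Scaling moved the median log2 fold change of all genes between lengths in ME from -0.58 with TMM to -0.02 with RLE and -0.20 with totals. The fall of Zm00001d032695 in ME had a log2 fold change of -3.52 with RLE (adjusted p 0.131), -3.71 with totals (0.0962) and -3.75 with only the libraries compared (0.9999), and its adjusted p-values over all edgeR and DESeq2 settings ran from 1.17e-09 to 0.9999.

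Replicate numbers name libraries and share no plant in the labels. Deviations of same-numbered libraries at one length correlated between -0.0493 and 0.0650 over 24 pairs, 0 of them over 0.1, and between -0.211 and 0.00576 over 8 pairs of one tissue at both lengths. Where both groups had 2 libraries, replicates 1 and 2 give the same value, so these pairs are not independent. Among all 56 pairs 2 were over 0.1, at 0.129 for both replicates of ME at 1.5 mm with FA at 2.0 mm. With the replicate block, 2569 genes were called between lengths in FA, 79 for the interaction, and 967 and 875 for captured cells against FA at the lengths of 1.5 and 2.0 mm. The other results stayed within 1.5 times under the block.

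Across the fits that each left out one library, captured cells against FA gave from 1300 to 3727 genes at 1.5 mm and from 1510 to 3090 at 2.0 mm, and lengths in FA gave from 2609 to 3267, with 3105, 3267 and 2609 genes without FA replicates 1, 2 and 3 at 1.5 mm. Leaving out FA replicates 1, 2 and 3 at 1.5 mm gave 1372, 1443 and 1300 genes for captured cells at 1.5 mm. Both upper ends, and the lower end at 2.0 mm, come from fits in which a captured group was left with 1 library. Comparisons between 2 captured groups had 1 library left in a group, so no calls were made there. The interaction has no value with a library left out. At these totals, with 2 libraries per group and a coefficient of variation of 70.6%, 0 of 100 genes changed 4-fold were recovered in simulated counts, which does not single out depth.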

Other observations

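The tests on library numbers, on depth in fixed anthers, on counts from other cell types in meiocyte libraries, on fixed anthers as a mixture, on gene length in fixed anthers, on the stage of other somatic cells and on capture of RNA without poly(A) tails were chosen only after the result was seen.

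The second ME library at 1.5 mm and the first at 2.0 mm correlated with r = 0.860 across genes, while the other pairs of ME libraries lay between 0.755 and 0.770. After thinning to 559302 counts the pair led the next highest correlation by 0.0868, which argues against depth. Genes enriched in TAP or in OSC at both lengths took 0.163% and 0.113% of the counts of the pair and 0.227% and 0.145% in the other ME libraries, a gap of -0.0176 percentage points, so the ranges overlapped, against 13.9% in the second OSC library at 1.5 mm. These genes were chosen to be low in ME, which limits what the test can show. TAP libraries themselves held only 1.12% to 1.42% in this summed share, so it says little on counts from tapetum. For the TAP-enriched genes alone, the second ME library at 1.5 mm held 0.0347% and the first at 2.0 mm 0.00955%. The other ME libraries held 0.0206% and 0.00340%, so these ranges overlapped as well. The ME libraries with neighbouring numbers in the table's second header line were the second at 1.5 mm and the second at 2.0 mm. They correlated with r = 0.766, below the pair. This is close to r = 0.759 between the replicates at 1.5 mm and r = 0.770 between those at 2.0 mm. Across all genes the second library at 1.5 mm thus stood out in its likeness to 1 library at 2.0 mm, not to both. A mislabelled anther length stays open. On a score of 2404 genes called between lengths in fixed anthers, the second library at 1.5 mm (0.62) lay nearer the 2.0 mm libraries (0.40 and 0.22) than its replicate (-0.37), by 0.674 on the log2 scale. Meiocytes at different meiotic steps in anthers of one length may give the same pattern, and the score cannot separate these. The comparison of lengths in ME and the interaction tests that involve ME rest on this library for 1 of their 2 ME replicates at 1.5 mm.

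The FA libraries at 2.0 mm differed from each other. Genes enriched in TAP at 2.0 mm had a median log2 ratio of the second to the first library of 0.55 (172 genes, 82.0% higher), against -0.17 for genes enriched in ME and -0.36 for genes enriched in OSC. The TAP median lay at percentile 100 of 10000 random lists matched on mean expression, which argues against depth acting through the expression level. A larger share of tapetum in the second library stays open, since TAP-enriched genes within 2-fold between lengths in TAP had a median of 0.27, with 36 of 48 higher. Genes that rose with length in TAP exceeded these by 0.29, under the limit of 1 set for this test, but a larger share alone would lift both sets alike. A later stage of the tapetum stays open as well, since genes that fell with length in TAP had a median of -0.89 and those that rose 0.56. A later stage of the whole anther may be argued against by the 15 genes that rose with length in OSC, which had a median of -1.85 and were higher in the second library for 3 of the 15, although these are few genes in 1 library each. The libraries may thus come from anthers that differ in tapetum, as a hypothesis found on these libraries.

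At 1.5 mm, 42 of 18310 genes were called higher in FA than in each of the 3 captured cell types, and 12 of them had at most 3 counts in all 6 captured libraries. In 5 simulated runs in which no gene differed between any groups the highest number was 0. Cell types that truly differ were not simulated, so these runs do not show how many genes a mixture would give by error. A mixture of the captured cell types cannot, apart from such error, exceed all of its parts. As far as they are not false calls, these genes argue against FA at 1.5 mm as a mixture of these 3 profiles. The limit of 20 genes for this reading was set after the counts were seen. At 2.0 mm there were 4 such genes, and a mixture cannot be told apart from other causes there because that count lies between the simulated number and the limit. The median length of the 42 genes, 1684 bases, lay at percentile 7.93 of 10000 random lists matched on mean expression, inside the central range, and that of the 4 genes at percentile 40.2. Loss of some transcripts during sectioning may account for the 42 genes and was not tested. In the opposite direction 144 genes were lower in FA than in each captured type at 1.5 mm, against 2 genes at 2.0 mm. Of the 144, 18 were mitochondrial, 6 plastid and 36 non-coding. FA had 3 libraries at 1.5 mm and 2 at 2.0 mm. Leaving out 1 of the 3 lowered the genes called for captured cells against FA at 1.5 mm from 2665 to between 1300 and 1443. The numbers at the 2 lengths therefore do not by themselves compare the lengths.

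The mitochondrial share of counts fell 10.8-fold in TAP from 1.5 mm to 2.0 mm. It was not confined to ribosomal RNA, as the share of the other mitochondrial rows fell 9.29-fold. The plastid share fell 5.01-fold and the non-coding share 7.98-fold, with no overlap of replicates, so that capture of more RNA without poly(A) tails, or of fragmented RNA, in the smaller TAP libraries at 1.5 mm may account for the fall. In OSC the plastid share fell 2.42-fold and the non-coding share 4.05-fold, also with replicates apart. In FA, which was not captured, the plastid share fell 2.87-fold with replicates apart, so capture alone would not give that fall, while the mitochondrial and non-coding shares of FA overlapped between lengths. The TAP libraries at 1.5 mm held fewer counts than those at 2.0 mm, so library total and length are confounded in TAP. Total counts do not measure RNA input. In ME the mean total was instead larger at 1.5 mm (2562761) than at 2.0 mm (766683). The non-coding share of ME was 0.720 ± 0.460% and 0.543 ± 0.0270% (n = 2 each). Its plastid share was 0.214 ± 0.162% and 0.272 ± 0.123%. These shares and the mitochondrial share of ME overlapped between lengths, so smaller ME libraries did not go with clearly higher shares. A change in mitochondrial transcripts of the tapetum stays open.

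For captured cells against FA at 1.5 mm, 3 of the 84 splits of the 9 libraries into 6 and 3 gave as many genes in a model with 2 groups, the real split included. That model called 7 genes in the real split, because it counts the differences between cell types as error, and it is not the model behind the 2665 genes. The larger splits called 629 and 208 genes, and each set both ME libraries and 1 TAP library apart.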
